A study of Mus musculus with 58 samples. Its data were reported in "Comparative transcriptomic analyses to scrutinize the assumption that genotoxic PAHs exert effects via a common mode of action" (2015).

How the data were processed

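Male Muta™Mouse animals, a transgenic line that carries a bacterial reporter gene for scoring mutations, received benz(a)anthracene (BaA), a polycyclic aromatic hydrocarbon, in olive oil by oral gavage for 28 days. Lung, liver and forestomach were taken 72 h after the last dose. The dose was 0, 20, 40 or 80 mg/kg-bw/day, and the 4 dose groups are called D0, D1, D2 and D3 here, D0 being the vehicle controls. The labels number the mice 1 to 20, so tissues with the same number came from the same animal. In all, 58 arrays in 12 groups were analysed. Lung had 5 mice in every group, liver had 5, 5, 5 and 4 from D0 to D3, and forestomach had 4, 5, 5 and 5. The liver of mouse 20 (D3) and the forestomach of mouse 5 (D0) were not analysed here.

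Expression was measured on Agilent mouse oligonucleotide arrays with 62976 spots each, of which 59305 carried gene probes. Each array was hybridised with 2 RNAs. The RNA of 1 tissue of 1 mouse was labelled with Cy5, and a universal mouse reference RNA, the same on every array, was labelled with Cy3. No dye swaps were made, so a dye bias particular to a probe stays in its ratio but is shared by all groups. Per the file headers, the deposited scanner values are spot intensities on a linear scale, read with Feature Extraction 10.7.3.1, and the median signal of a spot in each channel was used without background correction, as the authors did. The authors also deposited a table of log2 ratios, which they had normalised by LOWESS (a locally weighted regression of the ratio on the brightness). Set against the ratios computed here, its columns correlated with r of 0.995 to 0.998 per array, with a median absolute difference of 0.03 and 0% missing values. That table served as an alternative.

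Each array was normalised by loess within the array, and the log2 ratio of Cy5 to Cy3 was taken. Spots that the scanner software marked as outliers, 0.495% of all gene spots, were left out. Spots of one probe were averaged, which concerned 432 of the 55681 probes. The arrays name probes by accession, and symbols came from a RefSeq gene table of assembly GRCm38.p6. Of the probes, 26413 matched 20018 symbols. The scanner grid was built on mm9, so no coordinates are given. A probe was tested in a tissue if it was well above background in Cy5 on at least 4 arrays of that tissue. This left 30381 probes in lung, 22786 in liver and 32313 in forestomach.

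Differences were tested with limma 3.58.1 in R 4.3.3 (with version 1.17.8 of the data.table package). One model per tissue held the 4 dose groups, so that all arrays shared 1 estimate of the spread, and each dose was compared with D0 by limma's moderated test, two-sided. A probe was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.05 within the contrast and a fold change of at least 1.5 in either direction, the study's own thresholds. The study used MAANOVA with shuffled residuals. MAANOVA was not installed, so limma's test took its place, and a version with p-values from 100 shuffles of the residuals was run as an alternative. The dose trend was the slope on the dose in mg/kg-bw/day at an adjusted p of at most 0.05. Differences between tissues in the D3 effect were tested as interactions in a joint model of all 12 groups, with the same thresholds as for single contrasts. Adjusted p-values below come from limma with Benjamini-Hochberg adjustment unless another test is named.

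Lists of genes were fixed from general knowledge. The 12 response lists held targets of the aryl hydrocarbon receptor (AhR battery, 8 genes), p53 targets (20), output genes of the circadian clock driven through E-box elements (10), clock genes of opposite phase (5), heat shock genes (15), proliferation genes (14), interferon-stimulated genes (16), B cell genes (12), T cell genes (9), cholesterol synthesis genes (13), PPARα targets (12) and CAR/PXR targets (9). They were tested with camera, limma's competitive gene set test, at a preset correlation of 0.01 between genes. The p-values were adjusted over 36 tests (12 lists in 3 tissues), with the rotation test fry and an estimated correlation as alternatives. Another 7 lists marked tissues that could be carried over at dissection, namely glandular stomach, squamous epithelium, pancreas, heart muscle, skeletal muscle, fat and red blood cells. A list of transcripts kept in the nucleus was added after the data had been seen. A list score is the mean over the list of each gene's log2 ratio minus that gene's mean in the tissue. For the clock the score is that of the output genes minus that of the opposite phase. Scores were compared between D3 and D0 by exact permutation tests.

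Most genes named were chosen by rule. Others, such as Cirbp, Hspa8 in lung, and genes of the rule in further tissues, were chosen after their values were seen. For D3 in each tissue they are the 4 genes with the largest increase and the 4 with the largest decrease among called probes with a symbol for which every D3 array lay beyond every D0 array, or all such genes where there were fewer. For D1 and D2 the rule took 2 each way. Called members of the AhR and p53 lists and Cyp1a1, Cyp1a2, Cyp1b1 and Cdkn1a in every tissue were added. The probe with the highest mean Cy5 signal stood for its gene.

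The comparisons, the tests, the rule for named genes, the gene lists other than the added one, and most alternatives were set before the data were examined. The alternatives changed 1 choice at a time. They were normexp background correction with an offset of 50, the signals processed by Agilent's software, the authors' log2 table, median centring in place of loess, Aquantile, the Cy5 channel alone, no filter or a filter on every array, the slide as a block, a model of only the 2 groups compared, shuffled residuals, no minimum fold change, genes in place of probes, the dose rank for the trend, and leaving out each mouse in turn. Normexp was planned on mean signals. The columns used held median signals, so it was run on these. Added later were quantile normalisation of the log ratios, median centring together with the slide block, the slide block and the leaving out of mice for the reference channel, the leaving out of mice for the gene lists, and normexp and the slide block for the overlaps.

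Arrays of a tissue lay on 3 slides, and slide 3 was scanned on a later day than the others. On every slide the array columns 1 to 4 held D0 to D3 in this order. Position within the slide and dose can therefore not be told apart in the Cy5 channel. The Cy3 channel, which holds the same RNA everywhere, was tested in the same way (log2 Cy3 signal, quantile normalised within the tissue) to measure such effects.

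The mouse numbers pair the tissues of one animal. As a check, deviations from the group means were correlated between tissues of the same mouse, across probes. The correlations ran from -0.03 to 0.19 (median 0.13, 19 mice) between lung and liver, from -0.12 to 0.21 (median 0.09, 19 mice) between lung and forestomach, and from -0.07 to 0.11 (median 0.06, 18 mice) between liver and forestomach. The medians between different mice of a dose group were -0.04, -0.02 and -0.01. The mouse as a replicate block was an alternative for the tissue differences.

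The methods were tested on simulated data with 200 changed probes. The contrast of D3 with D0 recovered 97% of them in lung with 3 false calls, 95.5% in liver with 4, and 84.5% in forestomach with 2. The interaction of lung and liver recovered 88.5% with 8 false calls, and 86.5% with 6 false calls when the replicate block was used. The simulated D3 changes were all well above the minimum fold change. Recovery of smaller changes, such as the median of 0.69 among lung probes called at D3, was not tested. The noise was independent between probes and held no slide or tissue effects, so false calls from such effects were not measured. With 4 or 5 mice per group, the number of arrays limits the precision of every value. Correlations across mice used permutation tests with 100000 resamples. Other splits of the arrays were counted over 100 splits drawn with seed 1. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.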

Results

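Gene expression was profiled in lung, liver and forestomach of male Muta™Mouse animals given BaA by gavage for 28 days, to ask how each tissue responds to this carcinogenic hydrocarbon and whether the responses differ between tissues. The data comprised 58 two-colour arrays from 20 mice. Lung was represented by 20 arrays, with 5 mice in each group, given 0 (D0), 20 (D1), 40 (D2) or 80 (D3) mg/kg-bw/day. Liver was represented by 19 arrays, with 5 mice at D0, D1 and D2 and 4 at D3. Forestomach was also represented by 19 arrays, with 4 mice at D0 and 5 at each BaA dose. Every value is the log2 ratio of the tissue RNA (Cy5) to the reference RNA (Cy3) after loess normalisation. Replicate arrays of a group correlated across probes with r of 0.892 to 0.975 in lung, 0.954 to 0.980 in liver and 0.832 to 0.970 in forestomach, and no pair of arrays held identical values (0 pairs).

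Signal over background differed between tissues and between slides. The share of spots well above background in Cy5 had a median of 53.1% in lung (range 44.4 to 55.2%), 37.9% in liver (34.1 to 45.7%) and 55.2% in forestomach (38.4 to 69.2%). In lung the 7 arrays of slide 3 lay at 44.4 to 49.6%, below those of slide 1 (53.0 to 54.6%) and slide 2 (53.0 to 55.2%). In forestomach the 6 arrays of slide 3 lay at 38.4 to 42.1%, below slide 1 (55.2 to 69.2%) and slide 2 (52.4 to 57.8%). In liver the order was opposite, with 40.7 to 45.7% on slide 3 against 34.1 to 38.0% on slide 1 and 36.3 to 39.4% on slide 2. Each slide held arrays of all 4 dose groups.

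**Figure D1:**
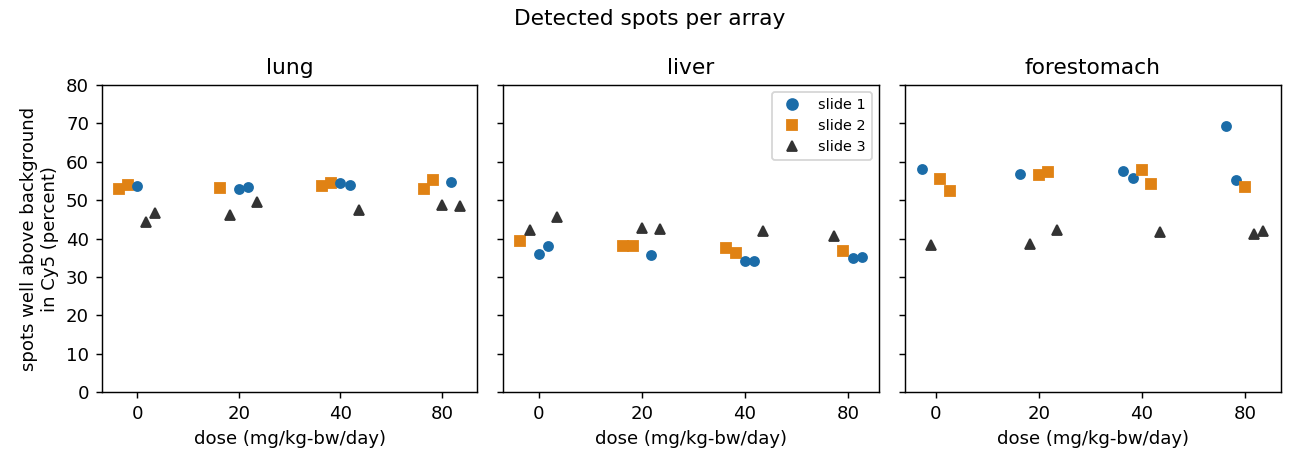
Percentage of spots well above background in Cy5 on each of the 58 arrays, plotted against dose group (D0 to D3) in 3 panels for lung, liver and forestomach; each point is 1 array and the marker shape gives its slide. Arrays of slide 3 sit apart from the others in every tissue, between 44.4 and 49.6% in lung, 40.7 and 45.7% in liver and 38.4 and 42.1% in forestomach.

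The effect of BaA on single probes was examined by comparing each dose with D0. In lung, limma called 0 probes at D1, 169 at D2 (147 higher, 22 lower) and 572 at D3 (400 higher, 172 lower) of 30381 tested. Unadjusted p-values under 0.05 numbered 2267, 4860 and 7254 at the 3 doses, where 1519 would arise by chance. P-values from shuffled residuals also gave 0 calls at D1. By number of probes, dropping the minimum fold change moved the lung count at D3 most, to 2773, and gave 665 at D2. With median centring in place of loess, 0 probes were called at D2 and at D3, and at unadjusted p under 0.05 there were 4209 and 1176 probes. Median centring moved the median change of all tested probes to 0.19, 0.39 and 0.15 from D1 to D3, and all changes given here are relative to the loess fit, under which these medians were within 0.05 of 0. With median centring and the slide as a block, an alternative added after the data had been seen, 1272 probes (1258 higher, 14 lower) were called at D2 and 1248 (1217 higher, 31 lower) at D3. With the slide block and loess the counts were 174 and 610. Leaving out D0 mouse 5 raised the D1 count to 6, leaving out D1 mouse 6 raised it to 2, and without any 1 mouse the count was 128 to 198 at D2 and 394 to 690 at D3.

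In liver, 55 probes were called at D1 (1 higher, 54 lower), 134 at D2 (7 higher, 127 lower) and 99 at D3 (17 higher, 82 lower) of 22786 tested by limma. Unadjusted p-values under 0.05 numbered 1713, 2909 and 3417, with 1139 expected by chance. Most calls at each dose were decreases. Under median centring 26 probes were called at D3, 1 higher and 25 lower. The counts depended on single mice. Without D0 mouse 5 they rose to 168, 253 and 204 at D1, D2 and D3. Without D0 mouse 4 they fell to 22 at D1 and 69 at D2, and without D3 mouse 18 the count at D3 was 40. The D1 count was 23 to 36 without D0 mouse 1, 2 or 3 or D1 mouse 6, 7 or 10. The D2 count was 84 without D0 mouse 3 and 77 without D0 mouse 2. The D3 count was 48 to 57 without D0 mouse 1 or 3 or D3 mouse 17 or 19. In a model of only the 2 groups compared, 2, 58 and 32 probes were called.

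In forestomach, limma called 0 probes at D1, 4 at D2 (2 higher, 2 lower) and 8 at D3 (3 higher, 5 lower) of 32313 tested. Unadjusted p-values under 0.05 numbered 1427, 1062 and 1651, against 1616 expected by chance. P-values from shuffled residuals also gave 0 calls at D1. With the Cy5 channel alone, 4 probes were called at D2 (3 higher, 1 lower) and 47 at D3 (16 higher, 31 lower). The authors' log2 table gave 3 calls at D2 (2 higher, 1 lower). Median centring gave 1 call at D2, a decrease, and 0 at D3, where 232 probes had an unadjusted p under 0.05. The D2 count was 1 without D0 mouse 2 or without D2 mouse 11, 12, 13 or 14, and 2 without D0 mouse 3 or 4. The D3 count was 5 without D0 mouse 1 or D3 mouse 17 or 18.

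**Figure D2:**
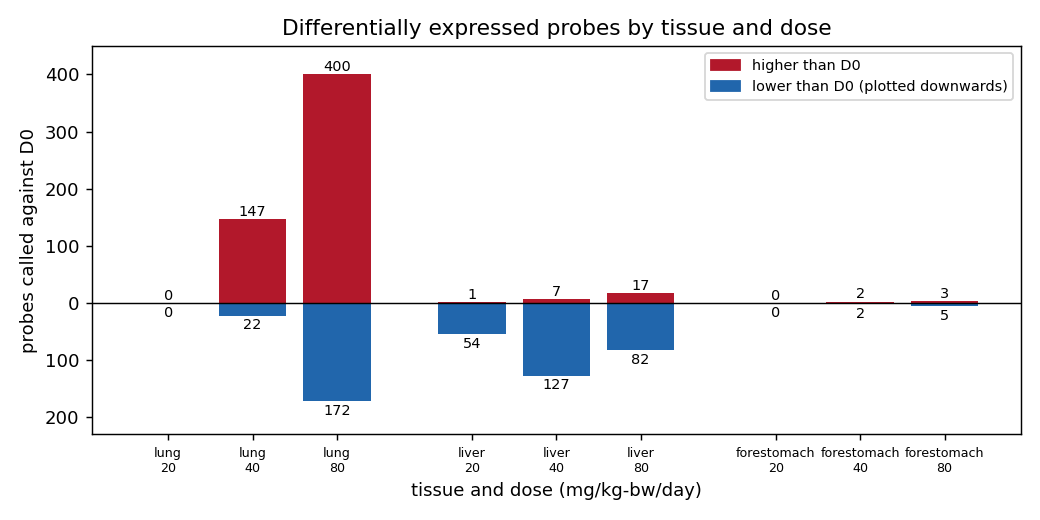
Number of probes called higher (bars upwards) or lower (bars downwards) than D0 at each BaA dose (D1 to D3) in lung, liver and forestomach; the vertical axis is the number of probes and each bar carries its count. Lung calls rose from 0 to 572 with 400 increases at D3, while 82 of the 99 liver calls at D3 were decreases and forestomach had 8 calls.

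Dose dependence was tested as a slope over all arrays of a tissue. In lung, 3513 probes had a slope at adjusted p of at most 0.05 (limma), 2211 rising and 1302 falling, and 552 of them were also called at D3. In liver there were 154 (48 rising, 106 falling) and 53 of them were also called at D3. With normexp background correction the liver split was 66 rising and 84 falling. In forestomach there were 8 (2 rising, 6 falling), of which 7 were also called at D3. Unadjusted p-values under 0.05 numbered 7879, 3413 and 1695. By number of probes, the slide block moved the trend most in lung and liver, to 4707 and 460. Without D3 mouse 17 there were 2384 in lung, 37 in liver and 0 in forestomach. In liver the count also changed without other single mice, with 37 probes without D3 mouse 19, 51 without D3 mouse 18, 57 without D0 mouse 1, 74 without D0 mouse 3, 88 without D0 mouse 5, 95 without D1 mouse 6, 257 without D0 mouse 2 and 245 without D3 mouse 16. In forestomach it was 0 without D3 mouse 17 or 18 and 5 without any 1 of 8 other mice.

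Whether the D3 effect differed between tissues was tested as an interaction over all 58 arrays. The effects in lung and liver differed for 450 of 21865 probes (limma), more positive in lung for 406 and more negative for 44. Lung and forestomach differed for 73 of 28431 (66 more positive in lung, 7 more negative), and liver and forestomach for 10 of 22071 (5 each way). Unadjusted p-values under 0.05 numbered 2925, 2383 and 1527. With mouse as a replicate block the counts were 522, 51 and 32, the last split into 7 more positive in liver and 25 more negative, so that the pairing changed the count for liver and forestomach by more than 1.5 times. With the slide as a block they were 590, 169 and 67. Leaving out D0 mouse 5 moved the count for liver and forestomach most by number of probes, to 70. Without D3 mouse 19 they differed for 17 probes, without D0 mouse 1, 3 or 4 or D3 mouse 20 for 4 to 6. For lung and forestomach the count was 35 without D3 mouse 19, 38 without D3 mouse 18, 47 without D3 mouse 17 and 46 without D0 mouse 4.

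Called genes were compared between doses of a tissue, which share their controls. In lung, 96 genes were called in the same direction at D2 and D3 and 1 in opposite directions (Fisher's exact p = 1.75e-139 over 14522 genes tested in both). The log2 changes correlated with r = 0.828 across genes, where unchanged groups simulated against the same controls gave 0.502. Genes are not independent replicates. For D1 the correlations with D2 and D3 were 0.468 and 0.438, below the simulated 0.50 and 0.501. In liver, 23 genes were shared by D1 and D2 (r = 0.608, simulated 0.503), 13 by D1 and D3 (r = 0.459, simulated 0.477) and 19 by D2 and D3 (r = 0.608, simulated 0.475), all in the same direction. The Fisher's exact p-values were 1.83e-45, 4.04e-24 and 7.69e-29. In forestomach the correlations were 0.794, 0.743 and 0.805 against a simulated 0.549 to 0.551, and no called gene with a symbol was shared (0 genes). The probe of XM_918536, which has no symbol, was called at both D2 and D3 (-0.80 and -0.95, limma adjusted p = 0.0212 and 0.00293). Simulated groups shared a mean of 0 called genes in every pair other than D1 and D2 of forestomach (0.05). Unchanged groups give few calls to share, so these means do not measure the overlap that common controls add to real calls. With the slide block, 32 genes were shared by D2 and D3 of liver.

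Between tissues, lung and liver shared 16 called genes at D2, of which 15 changed in opposite directions (Fisher's exact p = 2.3e-19), and Dnajb1 changed in the same direction. At D3 they shared 6 genes in the same direction (Acin1, Crk, Dido1, Dnajb1, Fras1 and Xaf1) and 10 in opposite directions (Fisher's exact p = 7.53e-13). The changes correlated with r = -0.06 at D2 and r = 0.142 at D3 across genes. Lung and forestomach shared Hspa8 and Srsf5 at D3, both in the same direction (Fisher's exact p = 0.00192, r = 0.258), and liver and forestomach shared 0 (r = 0.200). The shared genes listed here were named because they were few, after their values were seen.

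In lung at D3 the largest increases by the naming rule were those of Dbp, Neat1, Srsf5 and Btla. Dbp (NM_016974) rose from 0.26 ± 0.79 (SD, n = 5) at D0 to 2.05 ± 0.38 (SD, n = 5), a log2 change of 1.79 (SE 0.34, limma adjusted p = 0.00298). Neat1 (NR_003513) rose from -1.42 ± 0.16 to 0.18 ± 0.97, a change of 1.60 (SE 0.30, adjusted p = 0.00284). Srsf5 (NM_001079695) rose from -1.21 ± 0.16 to 0.32 ± 0.18, a change of 1.53 (SE 0.13, adjusted p = 9.73e-07). Btla (NM_001037719) changed by 1.35 (SE 0.23, adjusted p = 0.00141). The largest decreases were those of Hspa1a, Dnaja1, Rnu1b6 and Hsph1. Hspa1a (NM_010479) fell from 2.68 ± 0.79 to -0.27 ± 0.08, a change of -2.95 (SE 0.31, adjusted p = 2.65e-05), or 7.72-fold. Dnaja1 (NM_001164671) fell from 1.52 ± 0.37 to -0.22 ± 0.03, a change of -1.74 (adjusted p = 4.76e-06). Rnu1b6 changed by -1.43 (adjusted p = 0.00146), although its Cy3 signal also changed, by 0.46 (adjusted p = 0.00528), and Hsph1 by -1.41 (adjusted p = 0.00942). All 5 D3 arrays lay beyond the D0 mean for each of these genes, which the naming rule ensures. These 8 changes kept their direction and their call under normexp, the slide block, Agilent's processed signals and without any 1 mouse. At D2, Btla changed by 1.29 (adjusted p = 0.00552), Srsf5 by 1.25 (adjusted p = 5.37e-05), Hspa1a by -2.63 (adjusted p = 0.000154) and Dnaja1 by -1.49 (adjusted p = 8.11e-05). With Agilent's processed signals, Btla at D2 had an adjusted p of 0.0752.

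In liver at D3, Pigt (NM_133779) rose from 0.41 ± 0.40 (SD, n = 5) to 1.97 ± 0.27 (SD, n = 4), a log2 change of 1.56 (SE 0.20, limma adjusted p = 0.00152). Dnajb1 (NM_018808) fell from -0.30 ± 0.22 to -1.31 ± 0.09, a change of -1.004 (SE 0.12, adjusted p = 0.00152). Neat1 fell from -0.40 ± 1.20 to -2.59 ± 0.26, a change of -2.18 (SE 0.39, adjusted p = 0.0122), and Pde5a changed by -1.66 (SE 0.31, adjusted p = 0.0129). The other 4 genes of the rule lost their call without 1 mouse. Scn4b changed by 1.41 (adjusted p = 0.0207, up to 0.0828 without D0 mouse 3, D3 mouse 18 or D3 mouse 19). Bmf changed by 1.31 (adjusted p = 0.0123) and Sipa1l2 by 1.07 (adjusted p = 0.0123), and both lost the call without D3 mouse 17 (0.0501 and 0.0526). Slc49a4 changed by -1.39 (adjusted p = 0.0177, 0.0657 without D3 mouse 19). With Agilent's processed signals the adjusted p of Scn4b was 0.137. All 4 D3 arrays lay on the same side of the D0 mean for these 8 genes, which the naming rule ensures. At D2, Neat1 changed by -2.47 (adjusted p = 0.0024) and Acnat2 by -2.55 (adjusted p = 0.0189, 0.0529 without D0 mouse 3, 0.0524 without D2 mouse 15 and 0.0528 without D0 mouse 2, and 0.255 with Agilent's processed signals). Bend3 changed by 0.66 (adjusted p = 0.00502), which fell below the fold threshold without D0 mouse 3 (0.58), and Rnu2-10 by 0.84 (adjusted p = 0.0205, up to 0.0650 without D0 mouse 1, 2 or 4 or D2 mouse 15). At D1, Neat1 changed by -2.24 (adjusted p = 0.00776), Rnu2-10 by 0.91 (adjusted p = 0.0219, up to 0.0835 without D0 mouse 1, 2 or 4 or D1 mouse 7 or 10) and Gm4956 by -1.34 (adjusted p = 0.0496). Gm4956 lost its call without any 1 of 8 mice (adjusted p up to 0.169), under normexp (0.0556) and with processed signals (0.603).

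In forestomach at D3 the rule gave 3 genes. Krt31 (NM_010659) rose from 0.96 ± 0.15 (SD, n = 4) to 2.26 ± 0.13 (SD, n = 5), a log2 change of 1.29 (SE 0.14, limma adjusted p = 0.000761), while its Cy3 signal rose by 0.47 (adjusted p = 0.0145). Srsf5 rose from -1.02 ± 0.21 to -0.05 ± 0.21, a change of 0.97 (adjusted p = 0.0132), and lost its call without D0 mouse 1, 2 or 3 or D3 mouse 17 or 18 (up to 0.0738) and with processed signals (0.0822). Hspa8 (NM_031165) fell from 0.51 ± 0.31 to -0.38 ± 0.16, a change of -0.88 (adjusted p = 0.041), and lost its call without any 1 of 7 of the 9 mice (up to 0.183) and with processed signals (0.125). Of its 2 other probes, 1 was also called (-0.93, limma adjusted p = 0.0132, Cy3 change -0.03), and the other changed by -0.97 without a call. At D2, Pcp2 rose from 0.25 ± 0.08 to 1.11 ± 0.17, a change of 0.86 (adjusted p = 0.00726, or 0.181 with processed signals), while its Cy3 signal rose by 0.91 (adjusted p = 0.00184). All 5 dosed arrays lay on the same side of the D0 mean for each of these genes, which the naming rule ensures.

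**Figure D3:**
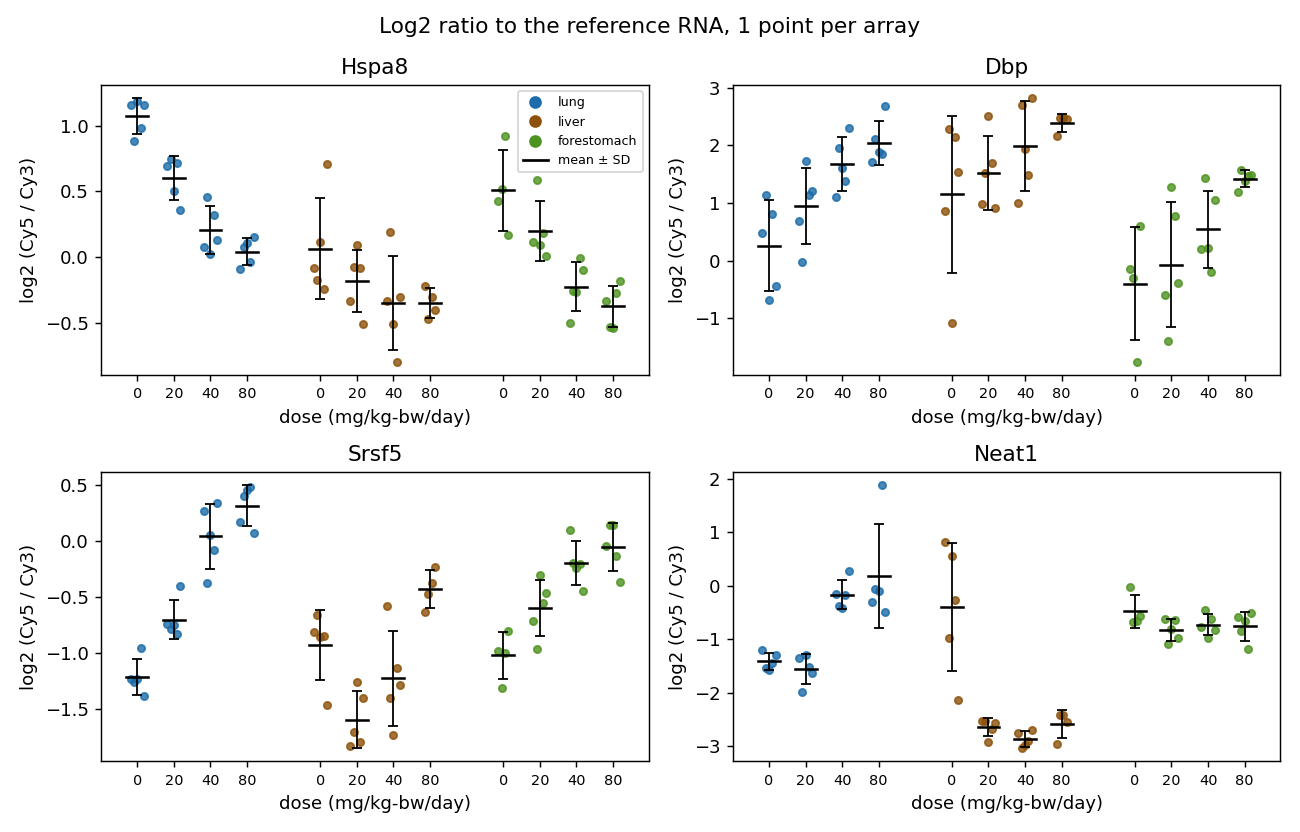
Log2 ratio of Cy5 to Cy3 of Hspa8, Dbp, Srsf5 and Neat1 on each array against dose in mg/kg-bw/day, in 4 panels for the genes and in colours for lung, liver and forestomach; points are single arrays and bars give the mean ± SD. Neat1 at D3 lies 1.60 above D0 in lung and -2.18 from D0 in liver, and Srsf5 rises by 1.53 in lung and 0.97 in forestomach.

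The genes fixed for the response to aromatic hydrocarbons and to DNA damage showed few calls. In lung, Ahrr rose from -0.56 ± 0.13 (SD, n = 5) to 0.03 ± 0.25 at D3, a log2 change of 0.59 (SE 0.14, limma adjusted p = 0.0094, higher on 5 of 5 arrays), and was well above background on only 1 of 5 D0 arrays. It fell just below the fold threshold under normexp (0.58) and without D0 mouse 3 or 4 or D3 mouse 16, 18 or 20 (0.53 to 0.58). Cdkn1a changed by -0.68 at D2 (adjusted p = 0.0324) and by -0.67 at D3 (SE 0.16, adjusted p = 0.0129), lower on 5 of 5 arrays, but its other probe did not (0.03 and -0.07). The call at D2 was lost without any 1 of 6 mice (adjusted p up to 0.0868) and that at D3 without D0 mouse 5 (change of -0.58). At D1 and D2 Ahrr changed by 0.62 and 0.52 (adjusted p = 0.199 and 0.0504). Cyp1b1 in lung changed by 1.36, 0.59 and 0.69 at D1, D2 and D3 (SE 0.33 each, adjusted p = 0.252, 0.394 and 0.201), the largest change being at the lowest dose. Cyp1a1 in lung changed by 1.07, -1.10 and -1.32 (SE 0.89 each, adjusted p = 0.843, 0.592 and 0.4). From D0 to D3, Cyp1b1 went from -1.33 ± 0.16 (SD, n = 5) to -0.63 ± 0.35, higher on 5 of 5 arrays. Cyp1a1 went from 2.63 ± 0.56 to 1.31 ± 0.52, lower on 5 of 5 arrays. The SEs rest on the spread of all 4 dose groups, so the missing calls are not evidence of no change at D3. In liver, Cdkn1a and Cyp1a2 both changed by 0.00 (SE 0.20 and 0.17, adjusted p = 0.998 and 0.999). Cyp1b1 in liver changed by -0.02 (SE 0.21, adjusted p = 0.986), and was well above background on 3 of 5 arrays at D0 and 0 of 4 at D3. In forestomach Cyp1a1 changed by 2.64 at D1 and 1.41 at D2 (SE 1.11 each, adjusted p = 0.968 and 1). At D3 the changes there were -0.14 (SE 0.28) for Cyp1b1, 0.45 (SE 1.11) for Cyp1a1 and 0.05 (SE 0.10) for Cdkn1a, each with an adjusted p of 1. Cyp1a2 in lung and forestomach and Cyp1a1 in liver were well above background on 0 of 20, 1 of 19 and 1 of 19 arrays and were not tested.

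Of the 12 response lists, camera called 4 in lung, 2 in liver and 4 in forestomach at D3. In lung, the median log2 change of the heat shock list was -0.57 with 0 of 14 genes higher (adjusted p = 2.67e-11), and 7 genes were called both over all probes and adjusted over the list alone. Clock output genes had a median of 0.86 with 10 of 10 higher (adjusted p = 7.97e-06), with 6 genes called over all probes and 7 adjusted over the list alone. Clock genes of opposite phase had a median of -0.97 with 0 of 3 higher (adjusted p = 0.00036, 2 called, 3 adjusted over the list alone). B cell genes had a median of 0.32 with 10 of 12 higher (adjusted p = 0.00744, 3 called, 4 adjusted over the list alone). In forestomach, heat shock genes had a median of -0.52 with 2 of 14 higher (adjusted p = 7.23e-12, 1 called, 6 adjusted over the list alone). There, clock output genes had a median of 0.58 with 10 of 10 higher (adjusted p = 9.68e-10, 0 called, 5 adjusted over the list alone), clock genes of opposite phase -0.30 with 1 of 5 higher (adjusted p = 7.96e-05, 0 called, 2 adjusted over the list alone) and cholesterol synthesis genes 0.13 with 9 of 13 higher (adjusted p = 0.0335, 0 called either way). In liver, interferon-stimulated genes had a median of -0.50 with 0 of 13 higher (adjusted p = 4.64e-05, 0 called, 2 adjusted over the list alone) and clock genes of opposite phase -0.56 with 0 of 3 higher (adjusted p = 0.0335, 0 called either way). Under fry the calls of the heat shock list and both clock lists held in lung (adjusted p of 0.000627, 0.0115 and 0.000627) and those of heat shock and opposite phase held in forestomach (0.0233 and 0.00675). The others did not, with adjusted p of 0.0609 for B cell genes in lung, 0.0609 for clock output and 0.599 for cholesterol synthesis in forestomach, and 0.113 and 0.128 for the 2 lists in liver. With an estimated correlation between genes, which moved the list calls most, 0 lists were called in any tissue, the lowest adjusted p being 0.073. Without 1 mouse, opposite phase in liver lost its call (up to 0.150, without D0 mouse 3) and so did cholesterol synthesis in forestomach (up to 0.491, without D0 mouse 2).

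No other list was called in any tissue with all mice. Without 1 mouse, T cell genes gained a call in lung for 4 of 10 mice (adjusted p down to 0.0283), and interferon-stimulated genes for 3 (0.0171). In liver clock output gained one for 2 of 9 mice (0.0118), cholesterol synthesis for 2 (0.0393) and heat shock for 1 (0.0346). In forestomach interferon-stimulated genes gained one for 1 of 9 mice (0.0329). The AhR battery had medians of -0.22 in lung, -0.02 in liver and 0.03 in forestomach (adjusted p = 0.728, 0.878 and 0.648), with 1 gene called in lung, both over all probes and adjusted over the list alone. The p53 targets had medians of -0.01, 0.00 and 0.08 (adjusted p = 0.633, 0.728 and 0.284), also with 1 gene called in lung by either count. In liver the p53 mean was -0.04 and the test pointed down. Clock output genes in liver had a median of 0.27 with 8 of 10 higher (adjusted p = 0.0944) and heat shock genes -0.04 with 5 of 14 higher (adjusted p = 0.243, 1 called, 2 adjusted over the list alone). Interferon-stimulated genes had medians of -0.23 in lung and -0.05 in forestomach (adjusted p = 0.126 and 0.648), and B cell genes 0.05 in liver and -0.22 in forestomach (0.719 and 0.24). T cell genes had medians of 0.41, -0.01 and -0.03 in lung, liver and forestomach (0.0964, 0.878 and 0.691), and proliferation genes 0.00, 0.02 and -0.05 (0.744, 0.878 and 0.633). Cholesterol synthesis genes had medians of 0.07 in lung and -0.21 in liver (0.265 and 0.243). PPARα targets had medians of 0.00, -0.05 and -0.09 (0.894, 0.744 and 0.648), with a mean of -0.11 and a test pointing down in lung. CAR/PXR targets had medians of -0.06, -0.07 and 0.09 (0.633, 0.894 and 0.265).

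**Figure D4:**
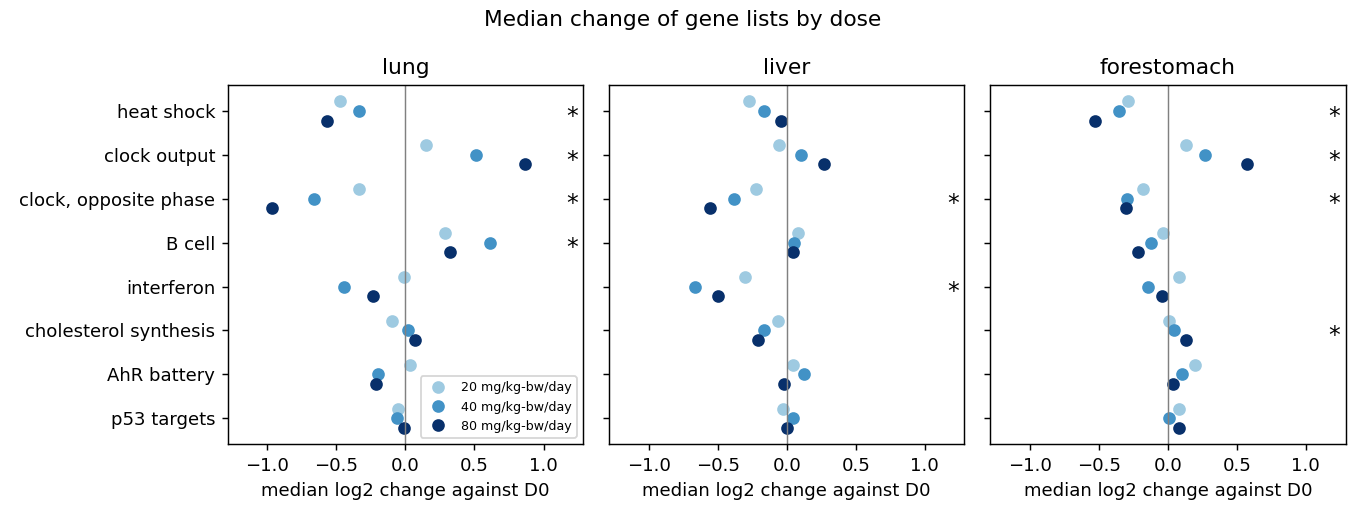
Median log2 change against D0 (horizontal axis) of 8 gene lists (vertical axis) in lung, liver and forestomach; points are the 3 BaA doses, darker for higher, and an asterisk marks a camera adjusted p of at most 0.05 at D3. Heat shock genes lie at -0.57 in lung and -0.52 in forestomach at D3, and clock output genes at 0.86 and 0.58.

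The Cy3 channel, which held the same RNA on every array, served as the control for array effects. In lung, limma called 0, 0 and 9 probes at D1, D2 and D3, with 657, 1143 and 998 at unadjusted p under 0.05. In liver it called 0, 1 and 14 (415, 741 and 1245 unadjusted) and in forestomach 0, 9 and 56 (486, 1042 and 1801 unadjusted). Of these probes, 3 in lung at D3, 2 in forestomach at D2 and 2 in forestomach at D3 were also called in the ratio. The 14 liver calls at D3 were split into 6 higher and 8 lower, and median scaling gave 7 calls (1 higher, 6 lower). The 9 forestomach calls at D2 were split into 7 higher and 2 lower, and median scaling gave 23 (7 higher, 16 lower). By number of probes, the slide block moved the D3 counts of liver and forestomach most. Added like the left-out mice after the data had been seen, it gave 1, 1 and 10 in lung, 0, 9 (4 higher, 5 lower) and 79 (25 higher, 54 lower) in liver, and 0, 29 (14 higher, 15 lower) and 104 in forestomach. The liver count at D3 was 63 without D3 mouse 17 and 0 to 4 without any other 1 mouse, the D2 count in liver was 3 without D2 mouse 12 and 4 without D0 mouse 5, the D1 count in liver was 2 without D0 mouse 5 and the D2 count in lung was 1 without D2 mouse 12.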

Values the study reported

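For BaA, the study counted differentially expressed genes at the low, medium and high dose. It reported 10, 5 and 16 such genes in forestomach, 77, 194 and 214 in liver, and 29, 192 and 623 in lung.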

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

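In this part, the tests of Cy3 calls against the Cy5 channel, against the other tissues, against the print run and against BaA treatment, the comparison of Neat1 between dosed livers, the list of nuclear transcripts, and the slide block and the leaving out of mice for the Cy3 channel were chosen only after the result was seen.

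In 7 of 106 groups of arrays tested, 1 array lay far from the others of its group. About 1 in 20 groups does so by chance. Mouse 15 (D2) had 47.3% of spots well above background in lung, where the other 4 mice of the group lay between 53.7 and 54.5%, and 41.6% in forestomach, where the others lay between 54.2 and 57.8%. Both arrays were the only D2 arrays of their tissue on slide 3, and both values lay within the range of that slide (44.4 to 49.6% in lung, 38.4 to 42.1% in forestomach). The gap thus goes with the slide. With the slide as a block, 174 probes were called in lung at D2 against 169 without it, and 6 in forestomach at D2 against 4.

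The other 5 values concern named genes, of which Cirbp, and Dbp and Srsf5 in liver, were chosen after their values were seen. Neat1 in lung at D3 was 1.88 in mouse 19, where the others lay between -0.50 and -0.07. Without that mouse the change of Neat1 was 1.17, the lowest of 1.17 to 1.77 over all mice left out, and it was still called. Pde5a in liver at D0 was 1.85 in mouse 5 (others 1.37 to 1.49), and its change stayed between -1.72 and -1.58 without any 1 mouse. Srsf5 in liver at D0 was -1.46 in the same mouse (others -0.86 to -0.66), and its change stayed between 0.37 and 0.57. Dbp in liver at D3 was 2.16 in mouse 16 (others 2.46 to 2.48), with a change of 0.69 to 1.53 without 1 mouse, the lowest without D0 mouse 3. Cirbp in forestomach at D0 was -1.10 in mouse 3 (others -0.42 to -0.31), with a change of 0.27 to 0.54. The last 3 changes were not called with or without any mouse. No biological explanation of single mice was tested, since the labels give none.

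D0 mouse 5 stood apart in liver for Pde5a and Srsf5. Its Neat1 ratio of -2.13 lay below those of the other D0 livers (-0.98 to 0.82) and above those of all dosed livers, the highest of which was -2.41. Without this mouse the liver counts rose to 168, 253 and 204 at D1, D2 and D3. Its array was also unusual. The scanner software marked 1.12% of its gene spots as outliers, where no other array exceeded 0.61%. Among liver arrays it had the highest share of spots well above background in Cy5 (45.7%) and the lowest in Cy3 (51.2%). A fault of this array and a property of this liver cannot be told apart, and the cause was not tested.

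The D3 effect differed between tissues for 450 probes in lung and liver, 73 in lung and forestomach and 10 in liver and forestomach. Of 100 regroupings of the D0 and D3 mice, the real one included, 1, 3 and 3 gave as many. For lung and liver no other regrouping exceeded 174 calls, which argues against chance. For lung and forestomach and for liver and forestomach, single regroupings reached 127 and 570, above the real counts. Chance is therefore less firmly argued against for these pairs. A slide batch was tested with the slide as a block, which gave 590, 169 and 67 probes, so the differences are not removed with the slide effect. With mouse as a replicate block the counts were 522, 51 and 32. Without D0 mouse 5 the count for liver and forestomach was 70, and without D3 mouse 19 that for lung and forestomach was 35. Array position follows dose in every tissue, but its effect on the Cy3 channel was not shared by lung (below), so it is not excluded here. A response of each tissue of its own to BaA stays open, untested beyond these counts.

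Several named genes differed between tissues in their D3 effect (limma, joint model, log2 difference). Cirbp was chosen after its values were seen. For lung minus liver the differences were 3.78 for Neat1 (adjusted p = 5.86e-08), 1.03 for Srsf5 (0.00345), -1.61 for Dnaja1 (0.000462), -2.19 for Rnu1b6 (0.000191), -1.66 for Scn4b (0.0396), -0.93 for Bmf (0.0246), -0.93 for Sipa1l2 (0.00195), 1.63 for Pde5a (0.0301) and 0.87 for Cirbp (0.0298). For lung minus forestomach they were 1.87 for Neat1 (0.0454) and -1.45 for Krt31 (1.38e-05). For liver minus forestomach they were 1.58 for Bmf (0.000942), 1.00 for Sipa1l2 (0.0261) and -0.95 for Krt31 (0.0262). The difference of Hspa1a between lung and liver, -1.86, did not pass (adjusted p = 0.051). A slide batch is argued against for the liver genes, since with the slide block Bmf changed by 1.35, Sipa1l2 by 1.11, Scn4b by 1.47 and Pde5a by -1.65 in liver at D3, all still called. The calls of Bmf and Sipa1l2 in liver each rested on D3 mouse 17, without which their adjusted p was 0.0501 and 0.0526. What distinguishes the tissues for these genes was not tested further.

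Neat1, a long RNA kept in the nucleus, was lower in dosed livers and higher in lung at D3. The first candidate explanation is the share of nuclear RNA in the samples. A list of nuclear transcripts was lower in liver at D3 (median -0.34, 1 of 13 tested genes higher, 0 called and 2 adjusted over the list alone), with fry p = 1.2e-04 and camera p = 4.11e-06, and its mean score changed by -0.41 (exact permutation p = 0.0238 with 126 arrangements, adjusted p = 0.0714). In lung it was higher (median 0.37, 9 of 13 higher, 5 called and 6 adjusted over the list alone), with fry p = 0.00187 and camera p = 0.00289, and its score rose by 0.36 (exact permutation p = 0.00794, the smallest possible with 252 arrangements, adjusted p = 0.0286). In forestomach it did not move (median 0.01, mean -0.01, camera pointing up with p = 0.899, score difference exact permutation p = 0.944). The list was drawn up with the called genes in view, and a regulated change of such transcripts gives the same values, so these cannot be told apart. Small nuclear and nucleolar RNAs gave no uniform picture. At D3, Rnu1b6 changed by -1.43 in lung (limma adjusted p = 0.00146) and 0.77 in liver (0.276), Rnu2-10 by -1.04 (0.014) and 0.49 (0.207), and Rnu3b1 by -2.87 (0.0348) and -0.38 (0.868). In lung all 3 moved against the list, while in liver none was called at D3 and Rnu3b1 had the direction of the list. The other explanation concerns the D0 livers, which the 3 doses share. Neat1 in liver differed between D3 and D1 by 0.0610 (SE 0.39, limma adjusted p = 0.969), while D0 spread over an SD of 1.20. The lower level in liver thus rests on the comparison with D0 and does not grow with dose, which fits that explanation and equally a response complete at D1. In lung the SD at D0 was 0.16, and this explanation does not apply there.

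Krt31 rose by 1.29 at D3 in forestomach, and this differed from lung and liver, where it changed by -0.16 and 0.34. An effect of the array column is a candidate cause, since the Cy3 signal of Krt31 rose by 0.47 as well. It rose less than the ratio, and column and dose go together on every slide, so the column effect and a response to BaA cannot be told apart. With the slide block the change was 1.36.

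The Cy3 channel held the same reference RNA on all arrays, yet 9 probes were called in lung at D3, 1 in liver at D2, 14 in liver at D3, 9 in forestomach at D2 and 56 in forestomach at D3. Of 100 splits of the arrays, the real one included, 3, 2, 2, 1 and 1 gave as many. In forestomach no other split gave as many, which argues against chance there. In lung at D3 and in liver other splits gave as many or more, up to 793 and 17 at D3. Chance is thus less firmly argued against for those. Where 0 probes were called (D1 in every tissue and D2 in lung), the splits say nothing about chance, since all 100 must give at least 0. The largest counts followed the slides. A split that put all 4 slide 3 arrays of the lung D0 and D3 mice on one side gave 793 calls, one of lung D0 and D1 gave 635 and one of liver D0 and D1 gave 789. A split of liver D0 and D2 with the 3 slide 3 arrays on one side gave 1. With the slide as a block the real contrasts gave 10, 1, 0 and 9. BaA itself is argued against as the cause in forestomach at D3, because the dye was on the reference RNA and only 2 of the 56 probes were called in the ratio. A single deviating array is argued against too, as 60 probes were called without the brightest D3 array. An effect of the array column that is the same in every tissue is argued against by lung, where 31 of the 56 probes moved the same way in Cy3 at D3 (r = 0.415 across probes, binomial p = 0.504). The Cy5 signal of all 56 moved in the direction of Cy3 (r = 0.982 across probes), with a median absolute change of 0.99 in Cy3 and 0.16 in the ratio, which fits a property of the spot shared by both dyes. In liver, 55 of the 56 moved the same way in Cy3 at D3 (r = 0.980, binomial p = 1.58e-15). The slide numbers of liver and forestomach lie within 33 of each other and those of lung at least 252 away. A column effect on slides of 1 print run may therefore underlie these calls. The genes and the slides were not independent of the pattern, and this remains a hypothesis. Of 47 probes called with Cy5 alone in forestomach at D3, 32 were among these 56.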

How the results depend on the processing

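The alternatives that were added only after the result was seen are quantile normalisation of the log ratios, median centring with the slide block, the slide block and left-out mice for the Cy3 channel, left-out mice for the gene lists, and both alternatives for the overlaps.

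Of 135 counts of called probes under alternatives other than left-out mice, 94 were within 1.5 times the count of the main analysis. Aquantile changes only the brightness and not the ratio, so it cannot alter a count. With Agilent's processed signals the counts were 376 and 1125 in lung at D2 and D3, 208 and 196 in liver at D2 and D3, and 0 and 5 in forestomach at D2 and D3. The authors' log2 table gave 1 in lung at D1. Median centring gave 0 and 0 in lung at D2 and D3 (4209 and 1176 at unadjusted p under 0.05), 18, 210 and 26 in liver, and 1 and 0 in forestomach at D2 and D3 (232 unadjusted at D3). Median centring with the slide block gave 210, 1272 and 1248 in lung, 34 and 449 in liver at D1 and D2, and 4 in forestomach at D3. The block restored calls in lung, and the cause was not tested further. Cy5 alone gave 82 in liver at D2 and 47 in forestomach at D3. The slide block gave 1 in lung at D1 and 163 in liver at D3. With only the 2 groups compared the counts were 2, 58 and 32 in liver and 0 and 1 in forestomach at D2 and D3 (821 unadjusted at D2), where fewer arrays estimate the spread. Without a minimum fold change, which can only add calls, they were 665 and 2773 in lung at D2 and D3 and 86, 258 and 257 in liver. Counted as genes, they were 112 and 379 in lung at D2 and D3, 30, 84 and 52 in liver, and 1 and 3 in forestomach, because several probes share a gene and others have no symbol. Where no construction is named, the cause was not tested.

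The trend count moved to 460 in liver under the slide block and to 92 in liver and 5 in forestomach without a filter, where more probes are tested. Cy3 counts under the slide block were 1 and 1 in lung at D1 and D2, 9 and 79 in liver at D2 and D3, and 29 and 104 in forestomach, and with median scaling 7 in liver at D3 and 23 in forestomach at D2. The tissue difference of liver and forestomach was 32 with the replicate block, which changed no other count by over 1.5 times, and 67 with the slide block, and that of lung and forestomach 169 with the slide block. Fry called 0 lists in liver and 2 in forestomach, and an estimated correlation called 0 in lung, 0 in liver and 0 in forestomach. The overlap under the slide block was 32 genes for D2 and D3 of liver, and 12 in the same and 16 in opposite directions for lung and liver at D3. The cause of these was not tested.

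Leaving out 1 mouse at a time gave 0 to 6 calls in lung at D1, 128 to 198 at D2 and 394 to 690 at D3, 22 to 168, 69 to 253 and 40 to 204 in liver, and 0 to 0, 1 to 6 and 5 to 9 in forestomach. The lowest liver counts came without D0 mouse 4 (D1 and D2) and D3 mouse 18, the highest without D0 mouse 5. Trend counts ranged from 2384 to 3782 in lung, 37 to 257 in liver and 0 to 8 in forestomach. Cy3 counts ranged from 0 to 0, 0 to 1 and 7 to 10 in lung, 0 to 2, 1 to 4 and 0 to 63 in liver, and 0 to 0, 8 to 9 and 51 to 61 in forestomach. Tissue differences ranged from 306 to 571 for lung and liver, 35 to 93 for lung and forestomach and 4 to 70 for liver and forestomach. The number of lists called ranged from 4 to 6 in lung, 1 to 4 in liver and 3 to 4 in forestomach.

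Of 156 list results under the other alternatives, 133 kept their direction and their side of the threshold, and of 153 single-gene results 141 did. Those that changed direction were far from the threshold. They were the PPARα targets in lung under fry (adjusted p = 0.977), proliferation genes (0.883) and CAR/PXR targets (0.883) in liver under normexp, Cdkn1a in liver under normexp (-0.0205) and processed signals (-0.15), and Cyp1a2 in liver with the slide block (-0.0701). With 1 mouse left out, direction changed for some of the lists whose adjusted p ranged in lung over 0.622 to 0.986 (AhR battery), 0.404 to 0.898 (proliferation) and 0.701 to 0.999 (PPARα), in liver over 0.772 to 0.975 (AhR battery), 0.324 to 0.981 (p53), 0.570 to 0.975 (proliferation), 0.668 to 0.998 (CAR/PXR) and 0.700 to 0.933 (T cell), and in forestomach over 0.0766 to 0.902 (proliferation), 0.0329 to 0.999 (interferon) and 0.375 to 0.828 (T cell), and for Cyp1b1 (-0.13 to 0.16), Cdkn1a (-0.15 to 0.12) and Cyp1a2 (-0.0976 to 0.0834) in liver. The cause was not tested. In liver only 34.1 to 45.7% of spots were well above background, fewer than the medians of the other tissues, so low transcripts there were less often testable.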

Other observations

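In this part, the tests of killing times, of BaA acting on the clock, of competition between the dyes, of glandular tissue, its slide batch and its response to dose or to D1, of fat tissue and of the array column of Pcp2 were chosen only after the result was seen.

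Counted as probes, the calls here at D1, D2 and D3 were 0, 169 and 572 in lung, 55, 134 and 99 in liver, and 0, 4 and 8 in forestomach. These are lower than the numbers of genes quoted from the study above. Counted as unique symbols, they were 0, 112 and 379 in lung, 30, 84 and 52 in liver, and 0, 1 and 3 in forestomach. All of these are lower than the values quoted from the study above.

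Genes of the circadian clock moved together with dose. The clock score, output genes minus genes of opposite phase, rose in lung from -0.81 at D0 over -0.38 and 0.33 to 0.86 at D3. The difference of D3 and D0 was 1.67 in lung and 1.13 in forestomach (exact permutation p = 0.00794 each, the smallest possible, adjusted p = 0.0286 over 18 tests, 5 of 5 D3 arrays beyond every D0 array). In liver it was 0.98 (exact permutation p = 0.151, adjusted p = 0.302, 0 of 4 beyond). Heat shock scores fell by 0.84 in lung and by 0.56 in forestomach (exact permutation p = 0.00794 each, adjusted p = 0.0286, 5 of 5 arrays), and by 0.18 in liver (exact permutation p = 0.238, adjusted p = 0.429). Array position stays open, since it cannot be told apart from dose in Cy5. In Cy3 the list medians hardly moved at D3. For clock output and heat shock genes they were -0.0113 and -0.0087 in lung, and 0.047 and 0.031 in forestomach. A slide batch is argued against, since with the slide block the clock output list in lung had an adjusted p of 5.07e-05 (camera). A state of the whole animal is a candidate explanation. Within dose groups, clock scores of lung and liver of the same mouse correlated with Pearson r = 0.887 (permutation p = 5e-05) and Spearman rho = 0.826 (permutation p = 0.00039) over 19 mice, r = 0.859 without the 2 farthest mice, 0.788 with slides removed, and an adjusted p of 6e-04 over 12 relations. For lung and forestomach r was 0.872 (permutation p = 0.00013, rho = 0.886, permutation p = 5e-05, 19 mice, 0.810 without 2 mice, 0.838 with slides removed, adjusted p = 0.00078), and for liver and forestomach 0.859 (permutation p = 0.00034, rho = 0.849, permutation p = 5e-04, 18 mice, 0.859 without 2 mice, 0.808 with slides removed, adjusted p = 0.00136). Dose groups killed at different times of day would shift all tissues alike. The shift was 0.98 in liver and 1.67 in lung, and the labels used here give no time of day, so this and BaA acting on the clock genes or on body temperature cannot be told apart.

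Whether the heat shock genes follow the same state is open. Within dose groups the heat shock score of lung correlated with its clock score at r = -0.40 (permutation p = 0.12, rho = -0.45, permutation p = 0.08, 20 mice, r = -0.26 without the 2 farthest mice, r = -0.37 with slides removed, adjusted p = 0.18 over 12 relations). In liver r was -0.21 (permutation p = 0.46, rho = -0.16, permutation p = 0.56, 0.08 without the 2 farthest mice, -0.15 with slides removed, adjusted p = 0.502), and in forestomach -0.28 (permutation p = 0.34, rho = -0.23, permutation p = 0.43, 0.02 without the 2 farthest mice, -0.22 with slides removed, adjusted p = 0.408). Heat shock scores of lung and forestomach of the same mouse correlated at r = 0.670 (permutation p = 0.0014, rho = 0.700, permutation p = 0.004, 0.618 without 2 mice, 0.533 with slides removed, adjusted p = 0.0042), those of liver and forestomach at 0.711 (permutation p = 0.0033, rho = 0.641, permutation p = 0.012, 0.643 without 2 mice, 0.769 with slides removed, adjusted p = 0.00792), and those of lung and liver at 0.490 (permutation p = 0.054, rho = 0.560, permutation p = 0.024, 0.302 without 2 mice, 0.475 with slides removed, adjusted p = 0.108). Hspa8, shown in the plot of single genes and chosen after its values were seen, fell by 1.03 in lung at D3 (SE 0.10, limma adjusted p = 4.76e-06), while its Cy3 signal rose by 0.48 (adjusted p = 0.00383).

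Whether the clock state accounts for the lung calls was tested only in part, with the liver clock score as a stand-in. In the lungs of mice with a liver array, 690 probes were called at D3, and 645 with the clock score of the same mouse's liver as a covariate. With scores shuffled among the mice of a dose group the count was 469 to 1048 (median 657), and 43 of 100 shuffles, the real order included, gave as few. The 645 calls include 543 of the 690. The median change of the clock output genes themselves dropped from 0.76 to 0.41 with the covariate, and the number called from 5 to 2. The covariate thus removed only part of the clock shift. Shuffles within dose groups also keep the difference of the score between doses. The clock state can therefore not be excluded as a cause of lung calls by this test.

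Genes of the glandular stomach, the part adjoining the forestomach, varied widely between forestomach arrays. Muc5ac ranged from 1.98 to 6.25, Pgc from 0.07 to 5.61 and Chia1 from 0.02 to 9.04 (log2 ratio). At D3 the list had a median change of 1.18 with 11 of 11 genes higher (camera p = 0.00463, fry p = 0.437), and the score differed from D0 by 1.34 (exact permutation p = 0.341). In lung and liver its medians were -0.00 (mean 0.04, camera pointing up) and -0.10. Glandular tissue in some samples is a candidate explanation. Within dose groups the genes of the list correlated with a mean r of 0.946, where 1000 random lists of like brightness had a median of 0.02 and a highest value of 0.587 (permutation p = 0.001, the smallest possible). A response to dose as the whole cause is argued against, since 73.5% of the variation of the score lay within dose groups, and arrays of 1 dose group and slide differed by up to 6.03. A response at D1 stays open. The list had a median change of 3.79 at D1, and 5 of 5 arrays at D1 lay above the mean score, against 1 of 4 at D0, 2 of 5 at D2 and 2 of 5 at D3. The score at D1 was 3.64 above D0 (exact permutation p = 0.0397 with 126 arrangements, and exact permutation p = 0.111 with 36 arrangements within slides). With so few arrays, and with the array column following dose, a response at D1 and glandular tissue in these samples cannot be told apart. A slide batch as the whole cause is argued against by 4 arrays of slides 1 and 2 that lay above the mean score. The slide was still related to the score, with 6 of 6 arrays of slide 3 above the mean, and means of 2.46 on slide 3 and -1.13 on slides 1 and 2 (exact permutation p = 0.0045 over 2000 arrangements within dose groups). The slide of a sample and its dissection were not separated by the design.

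The small number of forestomach calls is at most in small part accounted for by this tissue. With the glandular score as a covariate 0, 5 and 11 probes were called at D1, D2 and D3, against 0, 4 and 8 without it. Shuffled scores gave a median of 7 and at most 11 at D3, and 3 of 100 shuffles, the real order included, gave as many. The count thus stayed within the shuffled range, at its upper end. The range of 38.4 to 69.2% of spots above background on these arrays is also wider than in the other tissues.

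Fat genes were lower in dosed forestomachs, with a median change of -1.94 at D3 (1 of 7 higher, camera p = 0.000196, fry p = 0.0964) and a score difference of -1.74 (exact permutation p = 0.127). Fat tissue on some forestomach samples is a candidate explanation. Within dose groups the genes correlated with a mean r of 0.615, where the highest of 1000 random lists had 0.550 (permutation p = 0.001, the smallest possible). The slide was not tested for this list, but the score goes partly with it. All 6 arrays of slide 3 had low scores, from -1.39 (D0 mouse 2) to -0.90 (D3 mouse 19). The other D0 arrays lay at 1.75 to 2.53. Dosed arrays of slides 1 and 2 ranged from -1.54 (D3 mouse 18) to 1.98 (D1 mouse 9). At D3 fat genes had medians of 0.03 in liver and -0.01 in lung. In lung at D2 the median was 1.47 and the score ranged from -0.10 to 3.98, the highest in mouse 14, so fat genes also varied between lung arrays. Why they did so in lung was not tested. The medians at D3 of the remaining lists of other tissues in forestomach, liver and lung were -0.08, 0.05 and -0.37 for squamous epithelium, 0.17, -0.07 and 0.05 for pancreas, 0.06, 0.06 and -0.13 for heart muscle, -0.25, -0.13 and -0.69 for skeletal muscle, and 0.05, -0.08 and -0.07 for red blood cells. The squamous list in liver had a mean of -0.03 and the pancreas list in lung a mean of -0.04, and camera pointed down for both.

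Interferon-stimulated genes were lower in liver at each dose, with medians of -0.30, -0.66 and -0.50. A single deviating control mouse is argued against as the cause, since the median at D3 stayed at -0.35 or below without any 1 mouse (-0.35 without D0 mouse 4). The mean score of the list changed by -0.42 (exact permutation p = 0.111, adjusted p = 0.286). A response to BaA stays open.

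Competition between the dyes for a probe would move Cy3 against Cy5. Of 426 probes called with Cy5 alone in lung at D3, 33.3% moved the opposite way in Cy3, fewer than the 44.0% among all tested probes. Among the 5% brightest Cy3 probes there were 5 such calls, of which 3 were opposite. Competition is argued against for the 426 probes as a set, while the 5 brightest are too few to decide. It stays open for single genes. In lung at D3 the ratios of Hspa8 and Rnu1b6 changed by -1.03 and -1.43. Their Cy3 signals rose by 0.48 and 0.46 (limma adjusted p = 0.00383 and 0.00528). The 2 other probes of Hspa8 were also called in lung at D3, at -1.11 and -1.05.

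The rise of Pcp2 in forestomach at D2 may be an effect of the array column. Its Cy3 signal rose by 0.91, as much as the ratio (0.86), and that of liver rose by 0.52 and that of lung changed by -0.10. In liver, however, the ratio at D2 changed by only 0.003 (limma adjusted p = 0.995). The Cy3 rise there thus came without a rise of the ratio, and the cause in forestomach stays open.

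Other splits of the arrays into groups of the same sizes were counted for each result. Of 100 splits, the real one included, as many calls were found in 1 for lung at D2 and 1 for lung at D3. The number was 3, 1 and 2 for liver at D1, D2 and D3. It was 1 for forestomach at D2 and 1 for forestomach at D3. Where only the real split gave as many, chance is argued against. In liver other splits reached 85 calls at D1 and 157 at D3, above the real counts, so chance is less firmly argued against there. For the trend only the real grouping gave as many, 1 of 100 in each tissue. These shares were not adjusted for the number of such tests. For D1 in lung and in forestomach, with 0 calls, the splits say nothing about chance, since all 100 must give at least 0. In lung at D1, 2267 unadjusted p-values were under 0.05 where 1519 are expected by chance. In these contrasts, splits that put all slide 3 arrays on one side gave 41 calls in lung and 6 in forestomach, and with the slide as a block the real contrasts gave 1 and 0. For the number of gene lists called by camera at D3, adjusted here within 1 tissue (4 lists in lung, 1 in liver and 4 in forestomach), 34 splits gave as many in lung, 75 in liver and 16 in forestomach. Chance can thus not be excluded for these numbers of lists.

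Between dosed livers few probes were called, although D3 differed from D1 and D2 in more probes at unadjusted p under 0.05 than are expected by chance. Calls numbered 6 for D3 against D1 and 3 for D3 against D2 (limma, 2684 and 2554 at unadjusted p under 0.05), and 0 for D2 against D1 (1241 unadjusted), where 1139 are expected by chance. Pigt, Scn4b and Bmf were higher mainly at D3, with changes against D0 of 0.12, 0.41 and 1.56, of -0.05, -0.16 and 1.41, and of 0.34, 0.49 and 1.31 at D1, D2 and D3.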
